# The single-cell transcriptome and chromatin accessibility datasets of peripheral blood mononuclear cells in Chinese holstein cattle

**DOI:** 10.1186/s12863-023-01139-0

**Published:** 2023-08-07

**Authors:** Xiao Wang, Yahui Gao, Cong-jun Li, Lingzhao Fang, George E. Liu, Xiuxin Zhao, Yuanpei Zhang, Gaozhan Cai, Guanghui Xue, Yan Liu, Lingling Wang, Fan Zhang, Kun Wang, Miao Zhang, Rongling Li, Yundong Gao, Jianbin Li

**Keywords:** Chinese Holstein cattle, Peripheral blood mononuclear cell, Lipopolysaccharide, Single-cell accessibility dataset, Transcriptome, Chromatin

## Abstract

**Objectives:**

This study was performed in the frame of a more extensive study dedicated to the integrated analysis of the single-cell transcriptome and chromatin accessibility datasets of peripheral blood mononuclear cells (PBMCs) with a large-scale GWAS of 45 complex traits in Chinese Holstein cattle. Lipopolysaccharide (LPS) is a crucial mediator of chronic inflammation to modulate immune responses. PBMCs include primary T and B cells, natural killer (NK) cells, monocytes (Mono), and dendritic cells (DC). How LPS stimulates PBMCs at the single-cell level in dairy cattle remains largely unknown.

**Data description:**

We sequenced 30,756 estimated single cells and mapped 26,141 of them (96.05%) with approximately 60,075 mapped reads per cell after quality control for four whole-blood treatments (no, 2 h, 4 h, and 8 h LPS) by single-cell RNA sequencing (scRNA-seq) and single-cell sequencing assay for transposase-accessible chromatin (scATAC-seq). Finally, 7,107 (no), 9,174 (2 h), 6,741 (4 h), and 3,119 (8 h) cells were generated with ~ 15,000 total genes in the whole population. Therefore, the single-cell transcriptome and chromatin accessibility datasets in this study enable a further understanding of the cell types and functions of PBMCs and their responses to LPS stimulation in vitro.

## Objective

Lipopolysaccharide (LPS) composes the outer membrane of Gram-negative bacteria and its exposure can result in elevated levels of local or systemic inflammation in cattle [1], as LPS modulates immune responses as the crucial mediator of chronic inflammation [2]. LPS is a highly potent activator of the innate immune system that can activate cellular responses through the activation of pro-inflammatory transcription factors and binding of TLR4/CD14/MD2 receptor complex to cause strong inflammatory responses in infected animals [3–5]. As the first line of defense, the innate immune system confronts infectious agents through monocytes (Mono), dendritic cells (DCs), granulocytes, phagocytic macrophages, cytotoxic natural killer (NK) cells, and gamma/delta (γδ) T cells [6, 7]. In dairy cattle, peripheral blood mononuclear cells (PBMCs) typically include primary T and B cells, NK cells, Mono, and DCs, but higher levels of γδ T cell receptor (TCR) positive T cells were found in young calves than those of humans and mice [8–10].

Large-scale single-cell PBMC profiling and their responses to LPS stimulation in cattle need to be investigated to determine cell types and functions of PBMCs and further understanding of LPS-mediated bovine PBMC responses regarding the gene transcriptional, chromatin accessibility, and gene-based changes in PBMCs at the single-cell resolution [11]. Therefore, these single-cell transcriptome and chromatin accessibility datasets will permit investigators to summarize the cell types and functions of PBMCs to interrogate complex cellular differentiation, regulations, and interactions when responding to LPS stimulation in vitro.

## Data description

Four whole blood samples were collected from four 2-year-old Holstein female lactating cattle through the tail vein in Jinan Jiabao Dairy Co., Ltd., in Shandong province, China. Afterward, they were mixed in one pool and evenly divided into four replicates. Four whole-blood samples included one control (no LPS) treatment and three case treatments (2 h, 4 h, and 8 h LPS), where 2 µg/ml LPS (Product Number: L2880, Sigma-Aldrich, Saint Louis, MO, USA) was performed at 37 °C. On Hanks’ Balanced Salt Solution (Solarbio; Beijing, China), PBMCs were finally isolated from the whole-blood treated replicates by centrifugation at 500 g for 20 min at room temperature. All experimental procedures were approved by the Animal Ethics Committee of Shandong Academy of Agricultural Sciences, China (No. 20–123). All experimental protocols were approved by the Animal Ethics Committee of Shandong Academy of Agricultural Sciences, China. All methods were carried out in accordance with relevant guidelines and regulations. All experiments were performed in accordance with the ARRIVE guidelines (Animal Research: Reporting of In Vivo Experiments).

Following the user guide of Chromium Single Cell 3’ Reagent Kits v3 (CG000183), reverse transcriptase was mixed with the barcoded isolated cells into the Gel Beads-In-Emulsions (GEMs), where read 1 primer sequence (R1) was put into during its incubation. Via end repair, tailing, adaptor ligation, and PCR procedures, the sample index, P5, P7, and read 2 primer sequence (R2) were included in library construction to generate single-cell RNA sequencing (scRNA-seq) library. Following the user guide of Chromium Single Cell ATAC Reagent Kits v1.1 (CG000209), nuclei suspensions were incubated with transposase to preferential fragment DNA in open regions of the chromatin and adapter sequences were added to the ends of the DNA fragments instantaneously. The single-cell sequencing assay for transposase-accessible chromatin (scATAC-seq) library was constructed via PCR when nuclei were barcoded into the GEMs, where the sample index, P7, and R2 were added. 

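The scATAC-seq assay cuts DNA in open chromatin with a transposase and reads the fragments of each nucleus by its barcode. There was 1 scATAC-seq library for each treatment, 4 in all, so no difference between treatments has a replicate check. For each library the authors deposited a table of counts per gene and barcode, without normalization. The rule by which fragments were assigned to genes is not given in the paper's text. Of the values above 0, between 88.7% and 93.8% were even numbers. The counts summed to 975012 in the no LPS library, 30250143 at 2 h, 26837579 at 4 h and 11957904 at 8 h. Counts were used as deposited, with every barcode kept, and were summed over the barcodes of a library and scaled to CPM (the library total set to 1e6) to compare genes.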

Finally, scRNA-seq and scATAC-seq libraries containing P5 and P7 primers for bridge amplification were sequenced on the Illumina Novaseq 6000 platform (Illumina, San Diego, CA, USA) with double-end 150 bp.

Cell Ranger Single-Cell Software Suite (release 3.1.0) was used to process the raw data, demultiplex raw base-call files into FASTQ files by “mkfastq”, perform alignment, filtering, barcode counting, and unique molecular identifier (UMI) counting by “count”, and align raw reads to the cattle reference genome (ARS-UCD1.2/bosTau9) [12] by “pipeline”. 

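For scRNA-seq there was also 1 library per treatment (without LPS, or with LPS at 2 µg/ml for 2 h, 4 h or 8 h), made from blood of 4 animals pooled before treatment. The paper's text gives no incubation time for the part without LPS, so in every ratio to no LPS the effects of LPS and of time in incubation are not separated. The authors deposited raw UMI counts for 21861 genes in each cell barcode, listed by Ensembl gene identifier and gene name. The deposited counts summed to 58038800 UMIs in the no LPS library, 63770426 at 2 h, 56453080 at 4 h and 30902952 at 8 h. Every barcode had at least 500 UMIs, and genes with no UMI in any cell were still listed, so the tables precede the limits on cells and genes. Those limits were applied here as stated. UMIs were then summed over the cells of a library and scaled to CPM, and libraries were compared as log2((CPM + 1)/(CPM + 1)). With a single library per treatment no test was made. Intervals are 95% intervals that cover counting error only.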

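The deposited scRNA-seq tables held 8490 barcodes for no LPS, 10429 for 2 h, 7977 for 4 h and 3860 for 8 h, which is 30756 in total and 7689 per library on average. The median number of UMIs per barcode was 4181, 4179, 4935 and 5029 in the same order. The 8 h library had the fewest barcodes and the highest median depth.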

On average, 392,590,940 out of 408,710,340 raw reads were mapped successfully with the mapping rate of 96.05% and 7,689 cells were finally estimated per sample. The cut-off thresholds for quality control include the number of gene expressions per cell between 200 and 3,000; UMI counts less than 200; percentage of mitochondrial-DNA derived gene expression less than 20%. In addition, genes expressed in less than three cells were removed from the datasets. 

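Applied to the deposited barcodes, the lower limit of 200 genes removed 24 barcodes over the 4 libraries and the mitochondrial limit of 20% concerned 162. The limit of 200 UMIs was read as a minimum and removed none. The upper limit of 3000 genes concerned the most barcodes, 2091 in total. It was exceeded by 619 barcodes without LPS (7.29%), 511 at 2 h (4.90%), 542 at 4 h (6.79%) and 419 at 8 h (10.9%). The 30575 barcodes within the other limits were clustered without it, a clustering chosen after the data were seen. Monocyte-like cells were 53.6% of the cells above the upper limit without LPS, 34.6% at 2 h, 27.1% at 4 h and 36.0% at 8 h. At 4 h unnamed cells were a larger part of them (35.6%). Of the monocyte-like cells, 332 of 1286 exceeded 3000 genes without LPS (25.8%, exact binomial interval 23.4% to 28.3%). At 8 h the number was 151 of 220 (68.6%, interval 62.1% to 74.7%). At 2 h and 4 h the shares were 31.7% and 50.7%.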

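Over the cells kept, 14809 of the 21861 listed genes had a UMI in at least 3 cells of the 4 libraries together. Another 1375 genes were seen in only 1 or 2 cells, and 5677 in none. Within single libraries, 13469 genes reached 3 cells without LPS, 13560 at 2 h, 13404 at 4 h and 12708 at 8 h. With a minimum of 10 cells the number over all libraries was 13483.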

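The stated limits left 7821 cells without LPS, 9865 at 2 h, 7387 at 4 h and 3411 at 8 h, 28484 in total or 92.6% of the barcodes. Lowering the mitochondrial limit to 10% left 27956. The cells kept had a median of 3997 UMIs and 1353 genes without LPS, 4076 and 1365 at 2 h, 4757 and 1517 at 4 h, and 4580 and 1497 at 8 h. After each cell was thinned to 1000 UMIs, the median number of genes was 492 without LPS, 497 at 2 h, 501 at 4 h and 508 at 8 h. Thinning left out 508, 429, 284 and 377 shallower cells in that order. The median mitochondrial share lay between 2.10% and 2.25%.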

In total, 26,141 single cells with approximately 60,075 reads per cell were generated by scRNA-seq with approximately 15,000 genes including 7,107 (no), 9,174 (2 h), 6,741 (4 h), and 3,119 (8 h) cells for four samples. In the meantime, 3,422 single cells were also were generated by scATAC-seq. 

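The scATAC-seq tables held 3121 barcodes for no LPS, 4172 for 2 h, 3231 for 4 h and 3163 for 8 h. Their sum is 13687 and their mean 3421.75 per library. The median number of counts on genes per barcode was 213 without LPS, 5171 at 2 h, 5205 at 4 h and 2250 at 8 h. The corresponding medians of genes with a count were 111, 2023, 1961 and 927. The lowest barcode of any LPS library had 545 counts. A minimum of 500 counts kept 352 barcodes without LPS (11.3%) and every barcode of the LPS libraries.

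**Figure D1:**
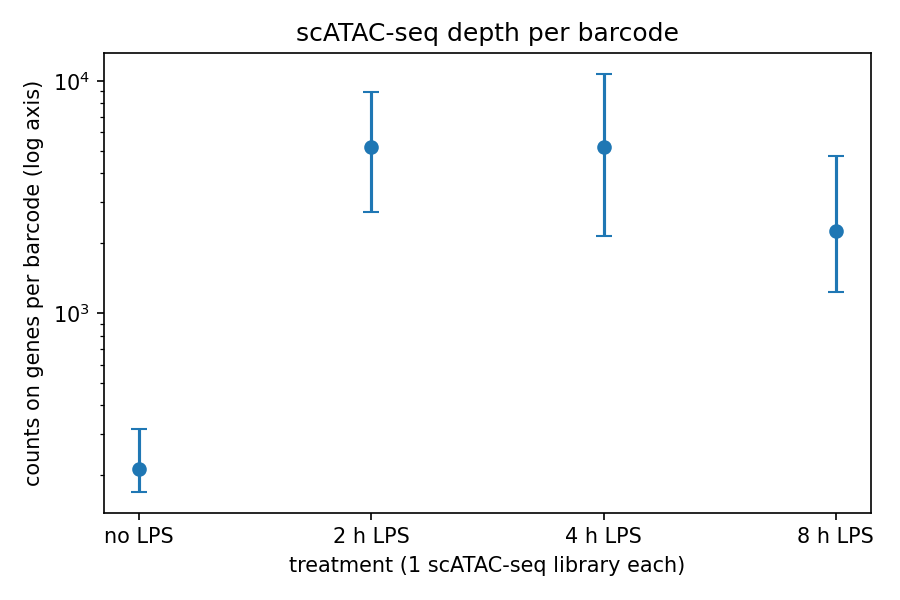
Counts on genes per scATAC-seq barcode for each treatment, on a log axis. Points are medians and bars span the lower to the upper quartile, with the no LPS median at 213 and the 2 h median at 5171.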

All raw data sets and cell-level processed data files of four samples of scRNA-seq and scATAC-seq are listed in Table 1.

This study provided the scRNA-seq and scATAC-seq data at single-cell resolution that could serve as valuable resources for the further understanding of the cell types and functions of PBMCs and their responses to LPS stimulation in vitro.

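To describe cell types, the cells kept from the 4 scRNA-seq libraries were clustered together into 22 clusters, and 12 of them were named by hand from marker genes fixed beforehand. T-like cells made up 30.6% of the cells without LPS (exact binomial interval 29.6% to 31.7%), 37.3% at 2 h, 39.0% at 4 h and 29.3% at 8 h. Cluster 2, with 8 T cell markers but a median UMI count of 0.242 of that of the cells' own library, was left unnamed and held another 2.06%, 2.74%, 2.84% and 2.46%. B-like cells made up 25.1%, 27.0%, 29.4% and 18.1% in the same order. Cluster 16, left unnamed, made up 23.5% of the 8 h cells and at most 0.588% of the cells of each other library. Without it, a choice made after the data were seen, T-like cells were 38.4% and B-like cells 23.7% of the 8 h cells. NK-like cells were 3.55%, 3.65%, 3.66% and 2.73%. The cluster named monocyte-like, cluster 7, held 12.4% of the cells without LPS (970 of 7821 cells, interval 11.7% to 13.2%), 3.88% at 2 h (interval 3.51% to 4.28%), 1.95% at 4 h (1.65% to 2.29%) and 2.02% at 8 h (1.58% to 2.55%). Response genes such as SAA3, CCL2 and CSF3 were among the leading genes of the monocyte-like cluster. Unnamed clusters 13 and 16 also had mainly monocyte markers, with 7 and 6 detected. In cluster 13 the 3 neutrophil markers CSF3R, CXCR1 and CXCR2 were also detected, and it was left unnamed by judgement. CSF1R, LYZ and VCAN, detected in cluster 7, were not among the 7 monocyte markers of cluster 13. Shares that add cluster 13 may thus not be of monocytes alone. Cluster 13, with the response genes IL1RN, CXCL8 and IL1A among its leading genes, held 1.98%, 5.07%, 4.29% and 3.05% of the cells. Clusters 7 and 13 together held 14.4%, 8.95%, 6.24% and 5.07%, and with cluster 16 added 15.0%, 9.54%, 6.32% and 28.6%, so the order of 8 h and no LPS depends on cluster 16. Dendritic-like cells were 0.818% without LPS and between 0.381% and 0.436% with LPS. Plasma-like cells numbered 36, 32, 19 and 3. Among the alternatives set beforehand the T-like share moved most in percentage points, to 37.7% without LPS at a Leiden resolution of 0.5. Cluster 0 had 5 T and 3 γδ T cell markers. It was left unnamed because the B cell marker BLK was among its leading genes. BLK was its only B cell marker, below the minimum of 3, so this was a judgement. The T-like shares leave out cluster 0. It held 9.28%, 9.49%, 9.73% and 7.83% of the cells. Scrublet called 2, 0, 4 and 0 doublets, too few for the caller to have worked, so doublets remain among the cells.

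**Figure D2:**
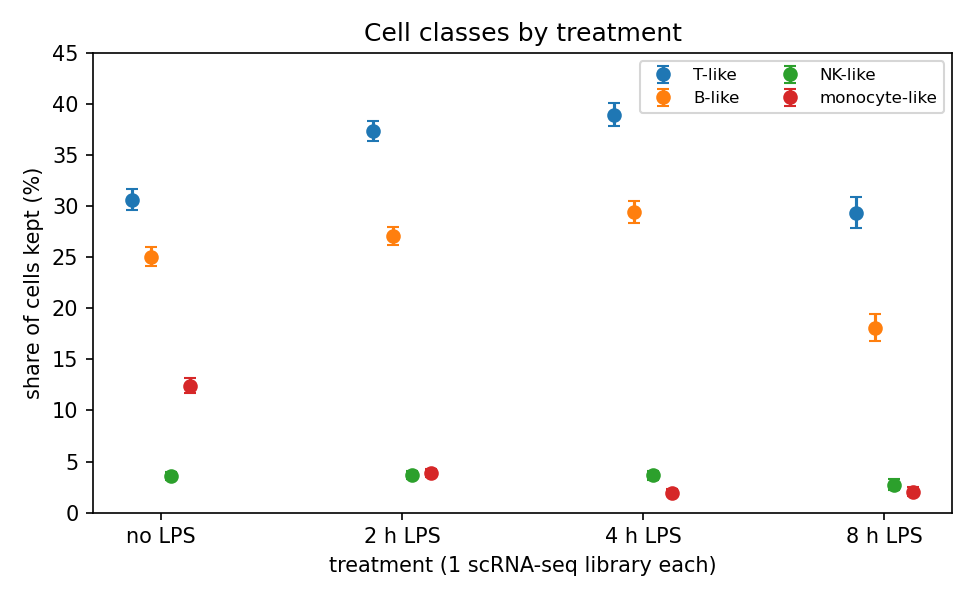
Share of the cells kept that were T-like, B-like, NK-like or monocyte-like, by treatment. Dendritic-like and plasma-like cells are not drawn. Points are shares of 1 library and bars are exact binomial intervals, and the monocyte-like share is 12.4% without LPS and 1.95% at 4 h.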

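To describe the responses to LPS, lists of 31 inflammatory and 25 interferon-stimulated genes, fixed beforehand, were compared with the no LPS library. Over all cells, the median log2 ratio of the inflammatory list was 0.88 at 2 h, -0.19 at 4 h and -0.25 at 8 h. Among 10000 random lists matched on mean expression, these medians lay at percentiles 100, 0.12 and 0. The sign over all cells depended on the cells summed. In monocyte-like cells the medians were 1.62, 1.15 and 0.67, each at percentile 100. The interferon list, of which 23 genes passed the minimum of 20 UMIs, had medians of 0.58 at 2 h, 2.47 at 4 h and 0.61 at 8 h over all cells, all at percentile 100. In monocyte-like cells the interferon medians were 0.36 (21 genes), 2.85 (22 genes) and -0.32 (16 genes), so they cover different sets of genes. The last rests on 69 cells and lay at percentile 11.7. Of the LPS receptor genes, CD14 had 501 CPM over all cells without LPS (interval 494 to 509), 145 at 2 h, 82.6 at 4 h and 111 at 8 h. Within monocyte-like cells CD14 had 2186, 1268, 1659 and 1727 CPM. TLR4 had 23.7, 17.1, 14.6 and 12.7 CPM over all cells and LY96, which encodes MD2, had 33.5, 25.8, 24.6 and 29.6.

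**Figure D3:**
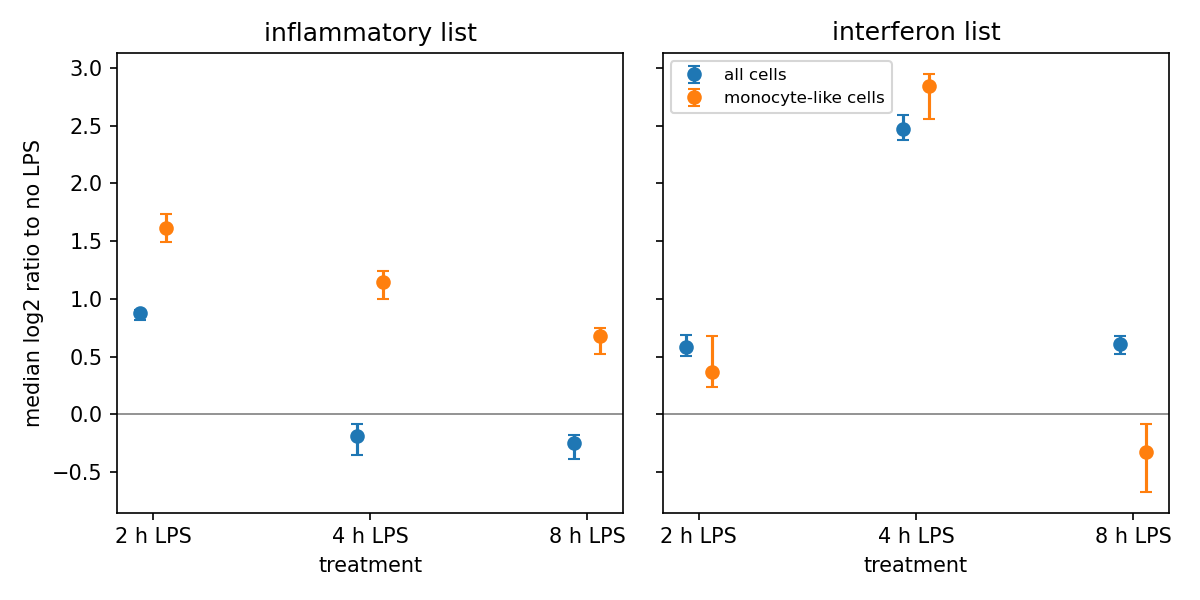
Median log2 ratio to no LPS of the inflammatory list (left) and the interferon list (right), over all cells and over monocyte-like cells. Bars are counting intervals, and the inflammatory median at 4 h is -0.19 over all cells and 1.15 in monocyte-like cells.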

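Among genes with at least 200 UMIs over the compared libraries, the largest rises at 2 h were in CCL20 (52.9 to 591 CPM), IL22, CD69, TNFAIP6 and ISG15. At 4 h they were in ISG15 (163 to 2934 CPM), IFIT3, OAS1Y, IFIT2 and IFIT1, and at 8 h in CCL1 (0.571 to 22.4 CPM), CXCL10, MCTP1, OLFM4 and PYCR1. Of the 373 CCL1 UMIs at 8 h, 338 were in the 93 NK-like cells. The largest falls at 4 h were in DEFB13, DEFB10, DEFB7, CCL2 (7539 to 375 CPM) and VCAN. Each of these also fell within monocyte-like cells but by less, with CCL2 from 32628 to 8046 CPM. Over all cells the monocyte-like share was lower as well (12.4% without LPS, 1.95% at 4 h). NRN1 and DEFB13 were among the largest falls at both 2 h and 8 h. Over all cells IL1B had 2132 CPM without LPS, 2527 at 2 h, 906 at 4 h and 1113 at 8 h, while IL6 had 268, 545, 75.8 and 73.7 CPM. TNF had 30.6, 51.4, 26.7 and 29.0 CPM, and CXCL8 2328, 4056, 2273 and 2336 CPM. MX1 had 48.1, 140.3, 488 and 87.0 CPM. In monocyte-like cells, IL1B was already at 9111 CPM without LPS and reached 21293 at 2 h. IL6 had 1161, 4925, 1496 and 1034 CPM there, so its fall at 4 h over all cells was not seen in monocyte-like cells. Across genes with at least 20 counts in both assays, RNA and accessibility levels of the same treatment had a Spearman rho of 0.182 without LPS, 0.316 at 2 h, 0.299 at 4 h and 0.261 at 8 h. Their log2 ratios to no LPS had a rho of 0.059 at 2 h, 0.052 at 4 h and 0.098 at 8 h. These are correlations across genes, which are not independent replicates. Every accessibility ratio is to the no LPS scATAC-seq library, which had 975012 counts, against at least 11957904 in each LPS library. Whether its low depth lowers the correlations is not known, so low values do not show that RNA and accessibility changes are unrelated. The paper proposes these data sets as a resource for cell types and LPS responses.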

**Table 1:** Overview of data sets and data files

Label	Name of data sets and data files	File types (file extension)	Data repository and identifier (accession number)
Data set 1	C.scRNA.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487477) [13]
Data set 2	T1.scRNA.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487478) [14]
Data set 3	T2.scRNA.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487479) [15]
Data set 4	T3.scRNA.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487480) [16]
Data set 5	C.scATAC.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487481) [17]
Data set 6	T1.scATAC.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487482) [18]
Data set 7	T2.scATAC.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487483) [19]
Data set 8	T3.scATAC.fastq.gz	*fastq (.fastq.gz)*	NCBI Sequence Read Archive (https://identifiers.org/ncbi/insdc.sra:SRX19487484) [20]
Data file 1	C.scRNA.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061075) [21]
Data file 2	T1.scRNA.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061076) [22]
Data file 3	T2.scRNA.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061077) [23]
Data file 4	T3.scRNA.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061078) [24]
Data file 5	C.scATAC.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061079) [25]
Data file 6	T1.scATAC.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061080) [26]
Data file 7	T2.scATAC.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061081) [27]
Data file 8	T3.scATAC.txt.gz	*text(.tab)*	GEO (https://identifiers.org/geo:GSM7061082) [28]
Data file 9	Summary.xlsx	*MS Excel file (.xlsx)*	Figshare (10.6084/m9.figshare.22732451.v7) [29]

## Limitations

The pooled blood sample was mixed from four 2-year-old Holstein female lactating cattle in a relatively small sample size, so it is restricted to represent the PBMCs of the whole population of Holstein female lactating cattle.

## Data Availability

The raw data sets and cell-level processed data files were deposited in the Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) with the accession number GSE225962 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225962. The details of raw FASTQ data were showed in Table 1 and references [13–20]. The details of cell-level processed data were showed in Table 1 and references [21–28].

## Abbreviations

***DC***: Dendritic cell
***GEM***: Gel Beads-In-Emulsion
***LPS***: Lipopolysaccharide
***Mono***: Monocyte
***NK***: Natural killer
***PBMC***: Peripheral blood mononuclear cell
***R1***: Read 1 primer sequence
***R2***: Read 2 primer sequence
***γδ***: Gamma/delta
***scATAC-seq***: Single-cell sequencing assay for transposase-accessible chromatin
***scRNA-seq***: Single-cell RNA sequencing
***TCR***: T cell receptor
***UMI***: Unique molecular identifier

How the deposited data were processed for this re-analysis (not part of the article)

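Blood of 4 Holstein cattle was pooled and divided into 4 parts, 1 without LPS and 3 with 2 µg/ml LPS for 2 h, 4 h or 8 h, and each part gave 1 scRNA-seq and 1 scATAC-seq library. For scRNA-seq the authors deposited raw UMI counts per gene and barcode, made with Cell Ranger on the ARS-UCD1.2 genome. For scATAC-seq the authors deposited counts per gene and barcode, with a counting rule that the paper's text does not give. Gene names were taken from the scRNA-seq tables, and no coordinates were used.

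Cells with 200 to 3000 genes, at least 200 UMIs and under 20% mitochondrial UMIs were kept. They were scaled to 10000 UMIs, transformed to ln(x + 1) and reduced to 2000 variable genes and 30 principal components, then clustered with 15 neighbours by the Leiden method at resolution 1 in scanpy 1.11.5. A cluster was named only with at least 3 detected markers of a class, present in at least 10% of its cells and at least 1.5 times higher than elsewhere. Meeting this was not enough, and the names were given by hand after the clusters were seen. Clusters 2, 16 and 17 were left unnamed for a median UMI count under 1/3 of that of the cells' own library with no marker of the class among the 10 leading genes. Cluster 21 was left unnamed for 3 γδ T and 7 B cell markers. Cluster 0 had 5 T and 3 γδ T cell markers and was left unnamed by judgement, for BLK as its single B cell marker. Cluster 8 had 6 T and 6 NK cell markers, and cluster 12 had 4 T cell markers with HBB and TUBB1 leading. Cluster 13 had 7 monocyte and 3 neutrophil markers and was left unnamed by judgement, while B-like clusters 4, 5 and 6 were named although 3 dendritic cell markers were detected in each. Cluster 8 held 6.83%, 4.90%, 5.00% and 3.49% of the cells (no LPS, 2 h, 4 h and 8 h), cluster 12 1.56%, 2.13%, 0.948% and 2.08%, cluster 17 1.46%, 1.21%, 1.30% and 1.93%, and cluster 21 0.141%, 0.345%, 0.244% and 0.147%. In alternative clusterings each cluster took the class that most of its cells had in the main clustering, so their class shares are not independent of it. For the monocyte-like share, the clusters with at least 3 monocyte markers and more of them than of any other class were also found anew in the main clustering, without the LPS lists and without an upper limit on genes. Scrublet called under 0.5% of the cells of each library and was taken not to have worked. As an alternative chosen after the data were seen, the 5% of cells with the highest doublet scores in each library were removed.

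UMIs were summed per library and class and scaled to CPM with a pseudocount of 1. List medians used genes with at least 20 UMIs over the compared libraries and were placed among 10000 random lists drawn from 20 bins of mean expression. Their counting intervals come from 1000 Poisson draws, and those of the correlations from 100. The genes named are TLR4, CD14, LY96, members of the lists fixed beforehand and the 5 largest rises and falls at each time among genes with at least 200 UMIs. Scaling by edgeR 4.0.16 (TMM) and by DESeq2 1.42.0 size factors was tried as an alternative, and neither tool was used for a test. The ratio and percentile step was tested on simulated data with 200 genes changed. For the 2 h, 4 h and 8 h comparisons, the sign of 100% of the changed genes was recovered. The step covered 12175, 12079 and 11689 genes. Over the changed genes only, the median absolute error on the log2 scale was 0.087, 0.096 and 0.118. The error of unchanged genes was not measured. A list of raised genes lay at percentile 100 each time. A list of unchanged genes lay at percentiles 94.2, 68.1 and 22.0 in the same order.

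The cells kept held 38503367 UMIs without LPS, 47875879 at 2 h, 40160248 at 4 h and 16657841 at 8 h. Markers, gene lists, designs and most alternatives were fixed before the data were examined. The alternative without an upper limit on genes was fixed beforehand for the number of cells and added afterwards for class shares and list medians. The alternatives with monocyte-like cells clustered without the LPS lists, with 8 further pairs of cell limits, with the highest doublet scores removed, with cluster 16 left out and with all clusters of mainly monocyte markers counted were added afterwards. Because each treatment had 1 library per assay, no p-value was computed and library effects are confounded with treatment.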

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

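The tests of cell composition and of RNA from B-like, monocyte-like and NK-like cells as the source of the interferon rise, the split of list genes in T-like cells at 2 h and 8 h, the comparison of their levels between lymphoid classes, and the test of cluster 16 at equal cells and UMIs per cell were chosen after the results were seen.

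The interferon list was raised at 4 h, with a median log2 ratio of 2.47 over all cells, in genes the paper does not discuss. The medians were 1.89 in T-like, 2.81 in B-like and 1.46 in NK-like cells. The tables argue against free RNA of B-like cells as the source of the rise in T-like cells, since the T-like level was 41.4% of the B-like level for the interferon list (median over 23 genes) and 0.781% for 11 B cell markers. They argue in the same way against free RNA of monocyte-like cells, where the percentages were 158% for the interferon list (22 genes) and 0.134% for 12 monocyte markers, and of NK-like cells, where they were 107% (22 genes) and 0.610% for 10 NK cell markers. A response to LPS, directly or through other cells, time in incubation, free RNA of the clusters left unnamed and an effect of this single library stay open.

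The inflammatory list had opposite signs by cell class at 4 h, with a median of 1.15 in monocyte-like and -0.18 in T-like cells. The difference was not tested. At 4 h the median was 0.19 in B-like cells and -0.35 in NK-like cells, where the counting interval of -0.77 to 0.11 includes 0. These lymphoid medians include genes at background level and are not read as expression. Without LPS CCL2 had 208 CPM in T-like, 202 in B-like and 202 in NK-like cells, against 32628 in monocyte-like cells. In T-like cells the list median was 0.60 at 2 h and 0.29 at 8 h, so in T-like cells the opposite sign was seen at 4 h only. Of the list genes counted in T-like cells, 15 were at no more than 1% of the monocyte-like level without LPS, and their median was -0.57. The other 11 had a median of 0.49. The levels of the 15 genes at 4 h differed between T-like and B-like cells by a median absolute log2 ratio of 0.21, and between T-like and NK-like cells by 0.34, against 0.58 and 1.22 for the other 11. Less free RNA would give this split and like levels at 4 h, but the other 11 also differed between T-like and B-like cells by less than 1.5-fold in the median, so the levels do not decide it. The genes at no more than 1% had a median of 0.58 at 2 h and 0.21 at 8 h. Of the cells kept, the monocyte-like share was as low at 8 h (2.02%) as at 4 h (1.95%). Without the upper limit on genes it was 5.74% at 8 h and 3.66% at 4 h. The shares of the cells kept therefore do not decide the question. Whether free RNA of monocyte-like cells accounts for the fall at 4 h stays open. Over all cells, giving every class its share of UMIs in the no LPS library moved the median from -0.19 to 1.19 at 4 h and from -0.25 to 0.74 at 8 h, which is consistent with the lower share of monocyte-like cells as a source of the negative medians. Cluster 16 was counted among the unnamed cells there.

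Cluster 16 held 23.5% of the 8 h cells and 0.575% of the cells without LPS. Its median was 1312 UMIs, 0.286 of the median of the cells' own library, and its leading genes included the plasma cell markers JCHAIN and MZB1 while 6 monocyte markers were also detected, so it was left unnamed. With 50 cells drawn per cluster and each thinned to 500 UMIs, its summed profile had a median Spearman rho of 0.694 over 20 draws (0.689 to 0.708) across 11117 genes with the rest of the 8 h library. The highest median among the other clusters of at least 50 cells was 0.666 (0.658 to 0.674). With only the total of UMIs made equal, over 803 cells for cluster 16 and 65 to 318 for the others, the values were 0.871 and at most 0.817. It may hold barcodes with mainly free RNA, although the difference at equal cells is small. Damaged cells of several types were not tested, and 8 h has a single library.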

How the results depend on the processing

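The alternatives without an upper limit on genes for class shares and list medians, with the highest 5% of doublet scores removed, with cluster 16 left out, with all clusters of mainly monocyte markers counted and with clustering without the LPS lists for monocyte-like sums were chosen after the data were seen, as were 8 further pairs of limits on genes and mitochondrial UMIs. The cause of each change below was not tested unless stated.

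The number of cells kept and of genes detected stayed within 1.5 times under all alternatives run. Thinning to 1000 UMIs lowered the median genes per cell to 492, 497, 501 and 508, by construction. A minimum of 500 counts left 352 scATAC-seq barcodes without LPS. Removing Scrublet calls removed almost no cell and so tests nothing.

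Of the class shares, T-like cells at Leiden resolution 0.5 were 37.7%, 43.1%, 44.1% and 34.3% (no LPS, 2 h, 4 h and 8 h), and NK-like cells 5.87%, 5.30%, 5.85% and 3.81%. At resolution 2 T-like cells were 28.5%, 35.5% and 27.4% at no LPS, 2 h and 8 h. With 4000 variable genes T-like cells were 32.3% and 39.2% at no LPS and 2 h, dendritic-like cells 0.614% without LPS, and monocyte-like cells 2.96% at 8 h. Without the LPS lists T-like cells were 34.5%, 40.2%, 41.3% and 31.6%. With each library clustered on its own they were 36.7%, 40.2%, 43.6% and 33.7%, and NK-like cells 6.35% without LPS and 3.99% at 8 h. In those settings (resolution 0.5, without the lists, and each library alone) no cluster was plasma-like, so its share was 0 in all 4 libraries. Without an upper limit on genes, monocyte-like cells were 15.2%, 5.39%, 3.66% and 5.74%, plasma-like cells 1.28%, 1.35%, 1.12% and 0.705%, T-like cells 29.6%, 37.6% and 27.0% at no LPS, 4 h and 8 h, B-like cells 23.5% and 26.1% at no LPS and 2 h, and dendritic-like cells 0.653% at 8 h. With the highest doublet scores removed T-like cells were 38.7% at 2 h. With cluster 16 left out T-like, B-like, NK-like and monocyte-like cells were 38.4%, 23.7%, 3.57% and 2.65% of the 8 h cells, by the smaller total. Counting all clusters with mainly monocyte markers gave 15.0%, 9.54%, 6.32% and 28.6%, and without the one of low UMI count, cluster 16, 14.4%, 8.95%, 6.24% and 5.07%. The monocyte-like share was lower in each LPS library than without LPS under every alternative run except at 8 h with cluster 16 counted.

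The inflammatory list over all cells had medians of 1.62, 1.15 and 0.67 at 2 h, 4 h and 8 h when summed over monocyte-like cells, and 0.51, 0.065 and 0.36 with cells weighted equally, so its sign at 4 h and 8 h was reversed by both. Without an upper limit on genes it was -0.053 at 4 h and 0.14 at 8 h. At 2 h it was 0.91 with TMM, 0.91 with DESeq2 size factors, 0.94 without mitochondrial and ribosomal protein genes in the total and 0.81 with a pseudocount of 5. At 8 h the last 2 settings gave -0.13 and -0.16. TMM moved the median of all genes by -0.11 at 8 h over all cells and by 0.36 at 2 h in monocyte-like cells. In monocyte-like cells the inflammatory median stayed above 0 under every alternative run, at 2.02 (TMM) and 2.04 (DESeq2 size factors) at 2 h, and 0.91 at 4 h and 0.46 at 8 h without an upper limit on genes.

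The interferon list over all cells was above 0 at each time under every alternative run except at 8 h when summed over monocyte-like cells, where the medians were 0.36, 2.85 and -0.32. With cells weighted equally it was 0.35, 2.18 and 0.45. With a pseudocount of 5 it was 0.47 at 2 h and 2.23 at 4 h, and with 0.1 it was 2.78 at 4 h and 0.68 at 8 h. Without mitochondrial and ribosomal protein genes it was 2.69 and 0.78 at 4 h and 8 h, and without an upper limit on genes 2.64 and 0.51. In monocyte-like cells at 2 h it was 0.75 (TMM), 0.77 (DESeq2 size factors), 0.15 (at least 100 UMIs) and 0.17 (cells weighted equally). At 4 h it was 2.03 with a pseudocount of 5 and 2.51 with cells weighted equally. At 8 h it changed from -0.32 to 0.78 without an upper limit on genes. With at least 100 UMIs, the inflammatory median at 4 h was -0.036 in B-like and 0.38 in NK-like cells, and the interferon median at 2 h was -0.0023 in NK-like cells, each reversed.

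Named genes with a log2 ratio over all cells of at least 1 in size were compared with monocyte-like cells. The log2 ratio there had the opposite sign for IL1B (0.83), IL6 (0.37) and SPP1 (0.80) at 4 h and ISG15 (-0.38) at 8 h. It also did for ENSBTAG00000048135 at 4 h (1.06) and 8 h (2.00). This gene led plasma-like cluster 14, and in monocyte-like cells it had 42 UMIs without LPS, 20 at 4 h and 18 at 8 h. Without LPS it had 4.88 CPM there, no more than in T-like (8.58), B-like (15.5) and NK-like (4.90) cells. Its monocyte-like ratios may thus start from background level and are not read as expression. PYCR1 at 8 h (-1.73) shows no opposite sign, since it had 0 UMIs in monocyte-like cells and the interval of 0 to 4.63 CPM includes the 2.32 CPM without LPS. Below a size of 1 over all cells, another 15 of the 94 ratios compared had opposite signs. In 7 of these the counting intervals with and without LPS lay apart both over all cells and in monocyte-like cells (CXCL8, IL10, TLR4 and TNF at 4 h, and IL10, IL1B and NFKBIA at 8 h).

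Across genes, the rho of RNA and accessibility levels was 0.059, 0.231, 0.209 and 0.183 (no LPS, 2 h, 4 h and 8 h) with at least 100 counts, and 0.449, 0.568, 0.549 and 0.480 with no minimum. Pearson's r was 0.176, 0.299, 0.284 and 0.258. The rho without LPS was 0.098 with scATAC-seq barcodes of at least 500 counts. For the log2 ratios, Pearson's r was 0.022, 0.022 and 0.082 at 2 h, 4 h and 8 h, the rho at 4 h with at least 100 counts was 0.064, and the rho at 2 h was 0.047 with no minimum and 0.048 with barcodes of at least 500 counts. The no LPS scATAC-seq library had the lowest depth, and these alternatives do not show whether its depth lowers the correlations.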

Differences from the paper's values

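The paper's number of scATAC-seq cells is 3422, and the deposited tables held 13687 barcodes over the 4 libraries. With at least 500 counts, set before the data were examined, 10918 remained, which differs as well. The mean per library was 3421.75.

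For scRNA-seq the paper's numbers of cells after quality control are 7107 (no LPS), 9174 (2 h), 6741 (4 h) and 3119 (8 h), where the stated limits left 7821, 9865, 7387 and 3411. These are within 1.5 times of each other, and none of the 3 alternatives set before the data were examined gave the paper's numbers. Another 8 pairs of limits were tried after the values were seen, with the paper's numbers in view, and none gave all of them. Among them, 200 to 2500 genes with under 10% mitochondrial UMIs left 7281, 9318, 6738 and 3104, and 500 to 3000 genes with under 10% left 7263, 9198, 6959 and 3041. The paper's methods state neither.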

Other observations

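The tests on the monocyte-like share were chosen after the result was seen, although clustering without the LPS lists was itself set before the data were examined.

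The monocyte-like share was lower in each LPS library than without LPS. The tables argue against the upper limit on genes per cell and against clustering on the genes of the LPS lists as the whole source. With all clusters of mainly monocyte markers counted, the higher of the 2 h and 4 h shares was 11.1% without the upper limit, against 18.7% without LPS, and 9.54% with both LPS lists left out, against 16.4%. At 8 h, without the cluster of low UMI count, the share was 9.30% without the upper limit, against 18.4% without LPS, and 5.07% with both lists left out, against 14.3%. With that cluster counted, the 8 h share was 30.1% and 29.5% in these clusterings and 28.6% in the main one, so its high share does not depend on the limit or the lists, and what it holds stays open. In the main clustering the clusters counted include cluster 13, with 3 neutrophil markers, so these shares may not be of monocytes alone. Loss of monocyte-like cells before or during isolation, time in incubation and a response to LPS were not tested.

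The no LPS scATAC-seq library stood apart from the others in depth, and lower depth alone does not account for its profile. Across 10584 genes its Spearman rho with the 4 h library was 0.902. The 2 h library thinned to the same total had a rho of at least 0.983 with the 4 h library in 20 draws. Background fragments, a different state of the nuclei, time in incubation and the absence of LPS were not tested, and each treatment had 1 library.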
